# Loss of microRNA-135b Enhances Bone Metastasis in Prostate Cancer and Predicts Aggressiveness in Human Prostate Samples

**DOI:** 10.3390/cancers13246202

**Published:** 2021-12-09

**Authors:** Mireia Olivan, Marta Garcia, Leticia Suárez, Marc Guiu, Laura Gros, Olga Méndez, Marina Rigau, Jaume Reventós, Miguel F. Segura, Inés de Torres, Jacques Planas, Xavier de la Cruz, Roger R. Gomis, Juan Morote, Ruth Rodríguez-Barrueco, Anna Santamaria

**Keywords:** miRNA-135b, prostate cancer, bone metastasis, miRNAs

## Abstract

**Simple Summary:**

Prostate cancer (PCa) is the most prevalent cancer in males worldwide, and it was the fifth leading cause of cancer mortality in this group in 2020. Near 70% of advanced-stage PCa patients will undergo bone metastasis, suffering pathological complications that severely affect patients’ quality of life and probably progress in most cases to lethal PCa. Our main objective was to unveil novel molecules associated with choosing the bone as a metastatic niche. For this purpose, we generated and characterized a cell line with increased tropism to bone. Its molecular analysis has led us to identify factors with a potential role in bone metastasis that could also be used as biomarkers of disease progression. These data help us to understand the mechanisms that increase bone metastasis penetrance of PCa cells and could provide new therapeutic tools in the future for patients with worse prognoses.

**Abstract:**

About 70% of advanced-stage prostate cancer (PCa) patients will experience bone metastasis, which severely affects patients’ quality of life and progresses to lethal PCa in most cases. Hence, understanding the molecular heterogeneity of PCa cell populations and the signaling pathways associated with bone tropism is crucial. For this purpose, we generated an animal model with high penetrance to metastasize to bone using an intracardiac percutaneous injection of PC3 cells to identify PCa metastasis-promoting factors. Using genomic high-throughput analysis we identified a miRNA signature involved in bone metastasis that also presents potential as a biomarker of PCa progression in human samples. In particular, the downregulation of miR-135b favored the incidence of bone metastases by significantly increasing PCa cells’ migratory capacity. Moreover, the *PLAG1*, *JAKMIP2*, *PDGFA*, and *VTI1b* target genes were identified as potential mediators of miR-135b’s role in the dissemination to bone. In this study, we provide a genomic signature involved in PCa bone growth, contributing to a better understanding of the mechanisms responsible for this process. In the future, our results could ultimately translate into promising new therapeutic targets for the treatment of lethal PCa.

## 1. Introduction

Bone metastasis is a common complication of cancer and occurs in around 70% of patients with metastatic prostate cancer (PCa), PCa being the second-most commonly diagnosed cancer in men in the western world [1]. Generally, patients with advanced-stage PCa are treated with androgen deprivation therapy (ADT). Unfortunately, ADT is only temporarily effective in most cases; PCa gradually acquires resistance to androgen deprivation and eventually becomes castration-resistant PCa (CRPC), which is often associated with tumor dissemination [2]. This type of cancer is frequently multifocal, and it is associated with a higher grade, stage, and recurrence rate [3]. Such heterogeneity has an impact on PCa progression since individual cancer cells contained within the tumor may have distinct genomic profiles and, consequently, influence the efficacy of current and future therapies [3,4].

Bone metastasis results in devastating consequences for patients such as pain, hypercalcemia, and spinal cord and nerve-compression syndromes; importantly, after metastasis, tumors become generally incurable [5]. Each metastatic microenvironment favors or opposes colonization by disseminated tumor cells. Therefore, assuming that disseminated tumor cells that populate the bone marrow arise from primary tumors and could be found in early stages of the disease, understanding the distinct organ-specific mechanisms that enable metastatic growth is paramount. For this, clonal selection strategies based on preclinical models that faithfully reproduce some stages of bone metastasis have been developed [6,7]. These models provide us with useful tools to better understand the molecular basis underlying the orchestration of bone metastasis from initiation to development of distant dissemination and lead us to engineer solutions to improve outcomes for PCa patients.

Small non-coding microRNAs (miRNAs) are master regulators of gene expression which have the capacity to regulate multiple genes simultaneously and, thus, to redirect biological pathways [8]. Due to their properties, miRNAs emerged as promising tools for diagnosis, prognosis determination, and management of cancer patients [9,10]. In recent years, numerous studies have identified that the dysregulation of miRNA expression in cancer cells can modulate multiple aspects of cancer progression [11,12,13,14,15], including the bone metastasis process [8,16,17]. To date, some miRNAs have already been identified as metastasis suppressors in PCa, including miR-33a [18], the miR-34 family [19], miR-145 [20], miR-212 [21], and the miR-200 family [22]. On the other hand, a set of miRNAs has been identified as metastasis-promoting miRNAs such as miR-9 [23], miR-181a [24], miR-210-3 [25], and miR-454 [26]. Zhu et al. identified the miR-636 that is up-regulated in bone metastatic PCa tissue, and they found that this miRNA could promote migration and invasion by targeting MBNL2, TNS1, and STAB1 [17,27]. Of particular relevance to this study, miR-135b has been reported to be aberrantly expressed and to play different roles in the progression of a variety of cancers in a context-dependent manner. It has been shown that miR-135b has an oncogenic role in non-small-cell lung cancer [28], gastric cancer [29], colon cancer [30], and pancreatic cancer [31], among other tumor types. Contrary to this, miR-135b has also been identified as a tumor-suppressor miRNA in breast cancer [32] and osteosarcoma [33]. Focusing on the PCa context, only a few studies have been conducted to rule out the function of miR-135b on androgen receptor (AR) regulation [34,35,36]. Interestingly, Wang et al. [37] found that the expression of miR-135b was associated with tumor metastasis suppression by targeting STAT6. In summary, despite the progress of miRNAs that have been incorporated as diagnostic and therapeutic targets in clinical trials for solid tumors [38,39], to date none of them are aimed at targeting PCa metastasis [40]. Therefore, it is important to shed light on which miRNAs regulate tumorigenesis and metastasis, and how those miRNAs do this, so that they can be included in the future management of patients with PCa metastasis.

In this study, we report the establishment and characterization of a high-penetrant PCa bone-metastasizing cell line after several rounds of intracardiac injection in mice. In vivo selection gave rise to aggressive bone-seeking variants of PCa cells with an increased ability to grow in the bone. Using genomic high-throughput expression analysis and functional studies, we found evidence for a role of miR-135b downregulation in highly metastatic tumor cells suggesting that populations with low levels of miR-135b present in the primary tumors could potentiate the bone metastatic spread. Restoration of miR-135b in PCa cells decreased their migratory capacity. Furthermore, we found *PLAG1*, *JAKMIP2*, *PDGFA*, and *VTI1b* to be directly regulated by miR-135b and to be potential downstream effectors of miR-135b phenotypic effects. In summary, our data unveil a novel key regulator of bone metastatic PCa dissemination and enable future characterization of the dynamic changes in the bone metastatic niche, suggesting new therapeutic targets to be considered for the treatment of this lethal disease.

## 2. Materials and Methods

### 2.1. Cell Lines

The human PCa cell line PC3 was obtained from the American Type Culture Collection (#CRL-1435, ATCC, Rockville, MD, USA). The PC3 bone-metastatic clone (PC3-BM) was isolated from bone metastases produced in nude mice after intracardiac injection of PC3 cells. Both parental PC3 (PC3-P) and clone-derivative cells carried the firefly luciferase gene coding region cloned upstream of the green fluorescent protein (GFP) gene as described before [41]. PCa cells were cultured at 37 °C in a humidified atmosphere (5% CO_2_/95% air), in complete media RPMI-1640 (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS), 50 U/mL penicillin and streptomycin, 1X non-essential amino acids (MEM), 2 mM l-glutamine, 10 mM HEPES (all from Gibco), and 1 mM sodium pyruvate (PAA Laboratories, Manchester, UK).

The osteoblast cell line (hFOB 1.19) was kindly provided by Dr. Javier Garcia Castro (Cellular Biotechnology Unit from the Instituto de Salud Carlos III) and cultured with 1:1 mixture of Ham’s F12 Medium Dulbecco’s Modified Eagle’s Medium, with 2.5 mM l-glutamine (without phenol red) supplemented with 1% G418 (Thermo Fisher Scientific, Waltham, MA, USA) and fetal bovine serum to a final concentration of 10%.

### 2.2. Animal Model

Congenitally athymic male nude mice (Hsd.Athymic Nude-*Foxn1^nu^*) were purchased from Harlan Laboratories (Italy) at 4 weeks of age and maintained under specific pathogen-free conditions. The animals were kept in a sterile environment in cages with beds of sterilized soft wood granulate and fed an irradiated rodent diet *ad libitum* with autoclaved tap water. All the procedures associated with experimentation and animal care were performed according to the guidelines of the Spanish Council for Animal Care and the protocols of the ethics committee for animal experimentation at our own institution.

Five-week-old male mice were deeply anesthetized with ketamine (100 mg/kg of body weight) and xylazine (10 mg/kg of body weight) solution, and PC3 luciferase-transfected cells (3 × 10^5^ in 0.1 mL sterile PBS) were inoculated by intracardiac (i.c.) injection using a 25-gauge syringe. The presence of a rapid pulsatile flow of bright red arterial blood into the syringe was indicative of correct needle placement, as opposed to darker, burgundy-colored blood [42]. Mice were imaged for luciferase activity immediately after injection and continued to be monitored weekly using IVIS^®^ imaging. Animals were sacrificed by cervical dislocation 6 weeks post-injection, or earlier if there were early signs of serious distress. As a quality control, photon flux for each mouse was measured by the number of highlighted pixels calculated by using a circular region of interest (ROI) in a ventral or dorsal position and normalized to the value obtained immediately after xenografting at the same area (day 0) of each mouse, so that all mice had an arbitrary starting bioluminescence signal of 1. Bioluminescence imaging (BLI) was assessed to monitor tumor burden and tumor cell localization. Tumor-induced bone destruction was analyzed by micro-CT imaging using a Skyscan 1076 desktop microtomograph with high resolution capture and 3D modelling (Skyscan, Kontich, Belgium). After the mice were sacrificed, tumor cells from bone metastases were localized by ex vivo BLI imaging and freshly harvested under sterile conditions using a flushing procedure. Bone marrow and tumor cells were rinsed with PBS and put in cell culture dishes with geneticin selection. Attached cells were expanded in vitro and selected by GFP fluorescence-activated cell sorting using the FacsAria (BD Bioscience, San Jose, CA, USA) and reinjected via i.c. injection into a second set of animals. This process, based on the in vivo selection of metastatic PC3 cells, was repeated three times (*n* = 5 mice/round).

### 2.3. Study Subjects

This study was approved by the Clinical Research Ethics Committee from Vall Hebron University Hospital (PR(AG)96-2015). Written informed consent was obtained from all the study participants and samples were coded to ensure sample tracking and confidentiality of patient/donor identity. A total of 42 formalin-fixed and paraffin-embedded (FFPE) samples from radical prostatectomies (RP) were available from the archives of the Pathology Department of the Vall Hebron University Hospital (Barcelona, Spain) and kindly provided by Antonio López-Guerrero and Jose Rubio-Briones from Instituto Valenciano de Oncología (Valencia, Spain); the clinic–pathologic features of these patients are detailed in Table S1. FFPE samples from patients who underwent RP were divided into two study groups: (i) patients without biochemical recurrence (BCR) after ≥10 years of follow up (No-BCR) and (ii) patients who had BCR (1–5 years after RP). BCR is defined as the first post-operative PSA of >0.4 ng/mL, as confirmed by at least one subsequent increasing value (persistent PSA increase) after achieving undetectable PSA post-operatively.

Plasma samples were obtained from 40 men with suspicion of PCa according to abnormal digital rectal examination (DRE) and/or serum PSA levels higher than 4 ng/mL, referred for a first prostate biopsy at the Urology Department of the Vall Hebron University Hospital (Barcelona, Spain). Patients with a diagnosis of PCa were divided into three groups: (i) localized PCa, (ii) locally advanced PCa, and (iii) metastatic PCa. Moreover, age-matched controls were selected. The clinic–pathologic features of these patients are detailed in Table S2.

#### 2.3.1. Laser Capture Microdissection (LCM)

A slide of each FFPE sample was stained with hematoxylin, and an experienced pathologist selected the area of the tumor that presented the most predominant pattern of Gleason Score. To ensure that the entire sample used for subsequent RNA extraction was only tumoral tissue, laser capture microdissection was performed. Areas with high density and purity of tumor cells (>80%) were marked for microdissection of adjacent sections to minimize contamination from surrounding healthy prostate tissue. Overlapping areas in up to six adjacent slides were microdissected using a Leica LMD 6000 microdissection system (Leica Microsistemas S.L.U, L’Hospitalet de Llobregat, Spain). Samples were obtained from 10 to 15 µm unstained histological sections under the guidance of a hematoxylin-stained slide using an FSX100 System Olympus microscope (Olympus, Shinjuku City, Tokyo) and placed into sterile tubes for a subsequent RNA extraction.

#### 2.3.2. Plasma Collection

Blood samples were collected in EDTA-containing tubes at room temperature and processed for plasma isolation within 2 h. Blood samples were centrifuged at 4 °C for 20 min at 1500× *g*. Plasma was then aliquoted and stored at −80 °C within 24 h.

### 2.4. In Vitro Assays

#### 2.4.1. Transient Transfection of miRNA Mimics

Cells were transfected using synthetic oligonucleotides miRIDIAN Mimic (Dharmacon; Thermo Fisher Scientific, Waltham, MA, USA) with a final concentration of 25 nM. Transfection was performed using Lipofectamine 2000 (Invitrogen, Life Technologies, Waltham, MA, USA) following the manufacturer’s instructions. To obtain transfection vesicles, the lipofectamine and oligonucleotides were diluted and mixed in an OPTI-MEM medium (Gibco) and incubated for 20 min, then the mix was added to cell cultures and incubated for 12h. Following that, the medium was changed to avoid lipofectamine toxicity.

#### 2.4.2. Proliferation Analysis

For the proliferation experiments, 96 h post-transfection cells were seeded at 5 × 10^3^ cells per well on a 96-well plate (*n* = 6/condition). At the indicated time point, cells were fixed in a 4% formaldehyde solution and stained with 0.5% crystal violet. Crystals were dissolved with 15% acetic acid and the optical density was read at 590 nm using the Epoch Microplate Spectrophotometer (Agilent Technologies, Santa Clara, CA, USA).

#### 2.4.3. Transwell Migration Assay

For co-culture experiments, osteoblasts were seeded (5 × 10^4^/well) at the bottom of a 24-well plate with complete media for 24 h. The following day, PCa cells were seeded (1.0 × 10^5^ cells/ insert) onto transwell inserts (BD Bioscience, San Jose, CA, USA) with 8 μm diameter pore membranes in a medium supplemented with 2% FBS in the presence or absence of osteoblast-containing wells. Cells were allowed to migrate for 20 h at 37 °C and then fixed with 4% formaldehyde for 30 min at room temperature (RT). Cells that had attached to the membrane but not migrated were completely removed using a cotton swab. Migrated cells were stained with 1 µL/mL Hoechst 33258 (Sigma-Aldrich, St Louis, MO, USA) for 10 min at RT and counted.

#### 2.4.4. 3′-UTR Cloning and Luciferase Assay

The 3′-UTR regions of *VTI1b*, *PLAG1*, *JAKMIP2*, and *PDGFA* were defined using GeneArt Strings (TM) and a DNA Fragment Construction system (Thermo Fisher Scientific, Waltham, MA, USA) and were cloned downstream of the luciferase-reporter in the pMIR-REPORT vector (Life Technologies, AM5795M). To measure luciferase activity, phoenix cells (ATCC, CRL-3213) were plated at 80% confluence in 96-well black plates (Corning, NY, USA). After 24 h, cells were transfected with 50 ng of pMIR-REPORT constructs containing the luc-3′-UTR sequences in combination with a Renilla normalization control and 50nM artificial miRIDIAN hsa-miR135b Mimic (Dharmacon; Thermo Fisher Scientific, Waltham, MA, USA) or a miRIDIAN Mimic negative control (Dharmacon; Thermo Fisher Scientific, Waltham, MA, USA, NC-001000-01-05) using the TransIT-X2 transfection reagent (Mirus, MIR6000, Madison, WI, USA). After 24 h, relative luciferase units (RLU) were measured using the Dual-Glo Luciferase Assay System (Promega, Madison, WI, USA) on a GloMax^®^-Multi+Microplate Multimode Reader (Promega, Madison, WI, USA).

### 2.5. Molecular Characterization of PC3 Bone-Metastatic Subclones

#### 2.5.1. RNA and miRNA Isolation

Total RNA including miRNAs was extracted from PCa cells using the miRNeasy Mini Kit (Qiagen, Madrid, Spain) following the instructions provided by the manufacturer. RNA quality was confirmed using the Agilent RNA 6000 Nano Kit in Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA) and quantified using Nanodrop 1000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA).

Total RNA including miRNAs was extracted from FFPE human tissue samples using the miRNeasy FFPE kit (Qiagen, Madrid, Spain) following the instructions provided by the manufacturer. Relative miRNA expression was performed by RT-qPCR as mentioned below (see Section 2.5.4 Gene and miRNA expression). A pre-amplification step was added after cDNA obtention: 2.5 µL of diluted cDNA (1:8 in 0.1 × TE) was mixed with 22.5 µL of a mix containing TaqMan PreAmp Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) and a pool of selected TaqMan miRNA assays (Thermo Fisher Scientific, Waltham, MA, USA). Reaction conditions were 95 °C for 10 min, 55 °C for 2 min, and 72 °C for 2 min, followed by 12 cycles of 95 °C for 15 s and 60 °C for 4 min, and finally 99.9 °C for 10 min.

#### 2.5.2. MicroRNA Profiling Analysis

Total RNA was reverse transcribed using an ABI TaqMan miRNA reverse transcription kit (Thermo Fisher Scientific, Waltham, MA, USA). MiRNA expression was profiled using the TaqMan^®^ Array Human MicroRNA A and B Cards Set v3.0 (Applied Biosystems, Waltham, MA, USA). Each card contains 377 human miRNAs, three endogenous small RNA controls (RNU6, RNU44, and RNU48), and a negative control (Ath-miR159a). All reactions were performed as specified in the manufacturer’s protocols. Cards were run in a 7900HT Fast Real-Time PCR System (Applied Biosystems) under the following thermal cycler conditions: 55 °C for 2 min and 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 55 °C for 1 min. Relative expression levels were calculated according to the 2^-ΔΔCt method normalized by RNU48 snRNA. To compare expression levels between groups, the Student’s *t* test was used. The cut-off for statistical significance in the miRNA analysis was a *p*-value ≤ 0.05.

#### 2.5.3. Transcriptomic Array

For gene expression microarray analysis, RNAs were amplified, labelled, and hybridized to an Affymetrix GeneChip^®^ Human Gene 1.0 ST Array (Affymetrix, High Wycombe, UK). Images were processed using the Microarray Analysis Suite 5.0 (Affymetrix). Data from CEL files were normalized and processed using the robust multichip-averaged (RMA) algorithm. The analysis to select differentially expressed genes was based on adjusting a linear model with empirical Bayes moderation of the variance (*p*-value). The selection of differentially expressed genes was based on adjusted *p*-values (false discovery rate (FDR)) <0.001 and absolute LogFC value > 2. MiRNA and transcriptomic data have been deposited in the Gene Expression Omnibus database (Accession number GSE86917).

#### 2.5.4. Gene and miRNA Expression

The reverse transcription of miRNAs was conducted using the TaqMan miRNA reverse transcription kit (Applied Biosystems). For gene expression, 3 μg of RNA was reversed transcribed to first-strand cDNA using the High-Capacity cDNA Archive Kit (Applied Biosystems). Commercially available TaqMan hydrolysis probes (Applied Biosystems) and SYBR Green I were used together with paired primers (KiCqStart^®^ SYBR^®^ Green Primers; Sigma) to analyze the expression of miRNA and gene candidates (listed in the Tables S3 and S4), respectively, in an ABI Prism 7900HT qPCR system (Applied Biosystems). Relative miRNA and gene expression levels were calculated according to the 2^-ΔΔCt method normalized using RNU48 snRNA and the average between GAPDH and HMBS, respectively.

#### 2.5.5. miRNA Expression in Plasma

Total RNA was extracted from 500 µL of plasma using a Maxwell RSC miRNA Plasma and Serum Kit (Promega, Madison, WI, USA) following the manufacturer’s instructions and eluted in 40 µL of RNase free water. All samples were spiked with 25 fmol/μL of Caenorhabditis elegans miR-39 for use as a normalizer in downstream analyses.

miRNA expression levels were evaluated using individual Taqman Advanced miRNA assays (Thermo Fisher Scientific, Waltham, MA, USA, #A25576): hsa-miR-135b (ID 478581_mir) and cel-miR-39 (ID 478293_mir).

According to the manufacturer’s instructions, 10 ng of total RNA was first poly-A tailed and, after adaptor ligation and reverse transcription, pre-amplified for 20 cycles. The pre-amplification product was subsequently diluted 1/5 in 0.1% TE buffer, pH 8.0. A qPCR test was performed using a Taqman Fast Advanced Master mix on a QuantStudio 7 Pro realtime PCR device (Thermo Fisher Scientific, Waltham, MA, USA). Relative expression levels were calculated according to the 2^-ΔΔCt method. To compare expression levels between groups, the nonparametric Mann–Whitney U test was used.

### 2.6. Bioinformatics Analysis

#### 2.6.1. Pathway Analysis

Gene pathway analysis was carried out by the Anaxomics Biotech Company, considering gene expression data from the transcriptomics array and ranking genes according to their statistical significance (LogFC). The enrichment was run over several sets including GO terms (Biological Process, Cellular Component, Molecular Function) according to EMBL-EBI/UniProt-GO [43], KEGG pathways [44], pathological conditions, and motives included in de BED (Anaxomics property database) [45], PharmaGKB pathways [46], the pathways from Small Molecules Pathway database (SMPDB) [47], and the transcription factor profiles included in the TRUST database [48]. Only the sets that showed statistically significant enrichment after multi-testing using the Benjamini–Hochberg correction are presented (FDR < 0.05).

#### 2.6.2. Analysis of miRNA Targets

In silico prediction of potentially miR-135b target genes was performed using a miRWalk platform by four independent algorithms (TargetScan [49], miRanda [50], miRWalk [51], and RNAhybrid [52]). Only targets that were predicted by four algorithms were considered for subsequent studies. KEGG pathways and GO (biological process (BP)) gene sets were also downloaded from miRWalk platform and used to analyze the biological significance of miR-135b predicted targets. A *p*-value ≤ 0.05 was considered statistically significant.

#### 2.6.3. Analysis of PCa Genomic and Transcriptomic Datasets

The TCGA dataset repositories and datasets from different studies with PCa patients were interrogated using the cBioportal website [53]. The clinical information regarding overall and disease-free survival was considered to be correlated with the expression levels of miR-135b target genes. Kaplan–Meier Pots and Logrank Test *p*-values were obtained.

## 3. Results

### 3.1. In Vivo Selection for Bone-Metastasizing PC3 Cells

Tumors contain heterogeneous populations with different abilities to metastasize to distant organs such as bones. In order to isolate highly metastatic subpopulations that attach preferably to bone, we generated a bone-seeking variant of the PC3 cell line using in vivo passaging in immunodeficient mice. To this end, PC3 luciferase-expressing cells were inoculated intracardiacally (i.c.). Mice developed bone lesions two weeks after cell inoculation and animals were monitored using bioluminescence (BLI) imaging until the end of the study. After the sacrifice, we isolated PC3-derived metastasis cells from the long bones (femur and tibia), which were shortly expanded in cultures and injected into a new group of mice (Figure 1A,B). The metastatic subclone named PC3-BM, isolated from the third in vivo round, presented a higher incidence of metastasis to long bones compared with the parental PC3 cell line (PC3-P) (i.e., 100% versus 20%) (Figure 1C). Moreover, the distribution and number of bone metastases generated by PC3-BM cells was higher in leg, spinal cord, and scapula areas compared with other bones (Figure 1D). As expected, PC3 cells growing into the bones caused osteolytic lesions as analyzed using micro-CT imaging and 3D modelling (Figure 1E). These results suggest that PC3-BM cells display higher efficiency in nesting to the bone and growing into the bone environment.

### 3.2. Transcriptional Analysis of PC3-BM Cells Revealed Multiple Bone Metastatic-Related Genes

To describe the molecular changes associated with cells’ ability to migrate to the bone tissue, we performed a whole-genome expression microarray analysis comparing PC3-P and PC3-BM cells. Principal component analysis segregated both cell lines, which indicated a different transcriptional pattern (Figure 2A). This comparison yielded a list of 95 differentially expressed genes with an absolute log FC value ≥ 2 and an adjusted *p*-value (FDR) < 0.001 (Figure 2B). Among them, 61 genes were found to be upregulated in PC-3-BM cells, whereas 34 were downregulated (Table S5).

To better understand the role of those deregulated genes in bone metastasis development, we performed a KEGG pathway analysis among other analyses (see Section 2) (Table S6). The differentially expressed genes were grouped into different up and down cancer-related general processes (Figure 2C,D). We observed enrichment in functions related to tumor aggressiveness, such as cancer metastasis, cell division, immune system, bone-related process, and angiogenesis in PC3-BM cells. Heatmaps depict the significantly deregulated genes in the most relevant process related to bone metastasis (Figure 2E). Thus, the gene expression analysis of the PC3-BM cells compared with the parental PC3 cell line revealed the presence of distinct transcriptional patterns related to the acquired bone tropism of these cells.

### 3.3. Differential miRNA Expression Profile of In Vivo Selected Metastatic Prostate Cancer Cells

To identify the differentially expressed miRNA profiles in PCa cells that could mediate tumor progression within the bone microenvironment, we compared the miRNA profiles of PC3-BM and PC3-P cells using TaqMan Array MicroFluidic Cards. 

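The miRNA cards of 4 samples were analysed, 2 of PC3-P (replicates 2 and 3), the parental prostate cancer cell line, and 2 of PC3-BM (replicates 1 and 2), the bone-seeking line isolated after the third in vivo round. On these cards each miRNA is amplified in its own well by real-time PCR, and the value is its threshold cycle (Ct), the cycle at which the fluorescence of the product passes a set level. A lower Ct means more miRNA, and a difference in Ct is a difference on the log2 scale. The authors deposited 1 Ct for each of 754 assays in each sample, in which wells without a determined Ct stand at 40 cycles, the number of cycles run. Undetermined wells numbered 273 in PC3-P replicate 2, 322 in PC3-P replicate 3, 338 in PC3-BM replicate 1 and 306 in PC3-BM replicate 2, and 573 assays were determined in at least 1 sample. Over the 271 assays with a Ct below 35 in all 4 samples, the median Ct was 28.7 and 29.5 in the PC3-P replicates and 29.7 and 29.1 in the PC3-BM replicates. Over the same assays, the difference in Ct between the PC3-P replicates had an SD of 1.19 cycles, and that between the PC3-BM replicates an SD of 1.03 cycles. Between samples of different lines this SD ranged from 1.21 cycles, for PC3-P replicate 3 against PC3-BM replicate 1, to 1.68 cycles, so that this pair differed hardly more than the PC3-P replicates did.

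The paper normalizes by RNU48, whose Ct per sample was not analysed here. In the authors' deposited table of ΔCt values, the same reference Ct of 19.9 cycles had been subtracted from the mean Ct of both lines for each of the 573 assays shared with the Ct table, and each deposited ΔΔCt equals the difference between the mean Ct values of the lines. The log2 fold changes given here are therefore the mean Ct in PC3-P minus the mean Ct in PC3-BM and hold no correction for the amount of RNA in each sample. Undetermined wells were kept at 40 cycles, and the 419 assays with a Ct below 40 in both samples of at least 1 line were tested with limma, which fits a linear model to each assay and moderates its variance with that of all assays. With 2 samples against 2, the smallest two-sided p-value of an exact permutation test is 0.333, so no single assay can be called by such a test. The cards give no count from which a depth follows, and the number of samples limits the precision.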

We identified 16 differentially expressed miRNAs with a FC >1.5 and a *p*-value ≤ 0.05; 11 miRNAs were downregulated whereas 5 were upregulated in the bone metastatic cell line compared with the parental one (Figure 3A,B). 

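With the thresholds of the paper, a fold change over 1.5 and an unadjusted p-value up to 0.05, limma gave 66 of the 419 assays tested, of which 41 were lower and 25 were higher in PC3-BM than in PC3-P. The detection filter takes account of the lines, so the share that chance gives was set beside the 334 assays with no undetermined well. Tested by themselves, 51 of these passed, where the p-value threshold alone would let about 16.7 pass by chance. After Benjamini-Hochberg adjustment over the 419 assays, 1 assay passed, miR-200a#, the passenger strand of miR-200a. It was undetermined in both PC3-BM samples, and its Ct in PC3-P was 30.7 ± 0.331 (SD, n = 2). With undetermined wells at 40 cycles it was at least 635-fold lower in PC3-BM (adjusted p = 0.038 from limma), if its PC3-P signal is specific. With undetermined wells and Ct above 35 set to 35 cycles, its log2 fold change was -4.31 (adjusted p = 0.173 from limma). The plant negative control of the cards also had a mean Ct of 40 in PC3-BM, against 32.6 in PC3-P. A fall to 40 cycles can therefore arise without a human target. Among the 334 assays with no undetermined well, the lines did not overlap for 179, or 53.6%, meaning that both samples of a line were above both samples of the other, where chance gives 33.3%. The alternative that moved the number of lower assays most was a test on 2^-ΔCt values in place of Ct values, with 18 assays lower and 17 higher. Quantile normalization of the Ct values moved the number of higher assays most, with 31 lower and 35 higher. Without moderation of the variances 32 assays were lower and 26 higher. Of the 66 assays, 48 were also past the thresholds when each sample was centred on its median Ct.

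Of the 16 miRNAs of Fig. 3B, 9 were among the 66 assays, 6 of them lower in PC3-BM (miR-200b, miR-135b, miR-194, miR-425, miR-126 and miR-195) and 3 higher (miR-210, miR-582-5p and miR-34a). The other 7 changed in the direction given in Fig. 3B, with a fold change over 1.5, and did not reach the p-value threshold. Without moderation 8 of the 16 were past the thresholds, all of the 9 but miR-194. The paper selects its differentially expressed miRNAs by the fold change and p-value thresholds and gives 11 as lower and 5 as higher in PC3-BM.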

Microarray results were further validated by RT-qPCR and confirmed that miR-135b, miR-200b, miR-18a, miR-425, miR-194, and miR-19a were downregulated in PC3-BM cells (Figure 3C).

We then analyzed the expression of the selected miRNAs in a cohort of 42 primary formalin-fixed paraffin-embedded (FFPE) PCa samples from radical prostatectomies selected by the Pathology Department of Vall Hebron University Hospital (Table S1). Patients were followed up for 7–10 years after surgery and divided into two groups: with or without biochemical recurrence (BCR). MiR-135b, miR-194, and miR-19a presented significantly lower expressions in patients with worse prognoses (BCR) (Figure 3D, *p*-value < 0.05). Following to the results obtained in the cell line model and patient samples, we chose miR-135b, miR-200b, and miR-19a for further functional studies.

### 3.4. Overexpression of miR-135b, miR-200b, and miR-19a Decreases Migration of PC3-BM Cells

To study the role of the selected miRNAs in promoting the growth of tumor cells in the bone, we first co-cultured PC3-BM cells with osteoblasts cells (hFOB) or their conditioned media and tested whether the bone microenvironment had an impact on their migration capacity. The presence of osteoblasts or their conditioned media significantly increases the migratory capacity of PC3-BM cells (Figure 4A). This effect was osteoblast-specific, since the conditioned media of two other non-tumoral cell lines (i.e., HEK293 and Het1A) did not produce the same effect (Figure 4A).

Next, we further analyzed the impact of overexpressing miR-135b, miR-200b, and miR-19a on the migratory capacity of PC3-BM cells using a transwell migration assay. When miR-135b and miR-19a were overexpressed in PC3-BM cells in the presence of osteoblasts, we observed a reduction in the migratory capacity of PC3-BM cells compared with miRNA-control-transfected cells (Figure 4C, *p*-value < 0.001). The overexpression of miR-200b showed a similar trend but did not reach statistical significance. To rule out the conclusion that the observed effect on migration was not due to impaired proliferation, a cell proliferation assay was performed under the same experimental design. As observed in Figure 4D, miRNA overexpression decreased PC3-BM viability by less than 10% compared to the negative control (NC), ensuring that the observed reduction of cell migration was not due to a reduction in the cell number.

Taken together, these results indicate that miR-135b and miR-19a downregulation observed in bone metastatic clones may be involved in the development or progression of bone metastasis of PCa.

### 3.5. Integration Data Analysis Identifies Biomarkers of Metastasis and Pathways Related to PCa Bone Metastases

Dysregulation of miR-135b levels has been associated with cancer invasion and the migratory abilities of multiple cancer types [28,34,37,54]; however, its role and the molecular mechanism of its target genes in the regulation of bone metastasis of PCa remain to be elucidated. The fact that miR-135b showed no effects on proliferation, coupled with these observations, led us to focus our next studies on this particular miRNA.

Our findings on reduced miR-135b levels in the highly bone-metastatic cell line prompted us to analyze the landscape of molecular pathways to which this non-coding RNA could be related, concerning PCa pathogenesis.

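The gene of miR-135b, MIR135B, is on chromosome 1 in the GRCh38.p14 assembly and lies within the spans of the protein-coding genes LEMD1 and BLACAT1. The Ct of miR-135b was 26.5 and 27.4 in the PC3-P replicates, with a mean of 26.9 ± 0.631 (SD, n = 2), and 31.6 and 31.1 in the PC3-BM replicates, with a mean of 31.3 ± 0.378 (SD, n = 2). The log2 fold change was -4.43 (standard error 0.56), which is 21.6-fold lower expression in PC3-BM, and the difference was larger than the spread between the replicates of either line. Its adjusted p from limma was 0.084, and over the alternatives it ranged from 0.065 to 0.474. With each sample left out in turn, the log2 fold change stayed between -4.88 and -3.98. It was -4.17 when each sample was centred on its median Ct and -4.03 with quantile normalization. Only the test on 2^-ΔCt values, at a log2 fold change of -4.47, put miR-135b outside the unadjusted threshold. The passenger strand of the same hairpin, miR-135b#, was undetermined in both PC3-BM samples and had a Ct of 33.3 and 38.3 in the PC3-P replicates, a spread that leaves its fall untested in practice (adjusted p = 0.422 from limma).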

To this end, a whole transcriptome 3′UTR search for miR-135b binding sites using the miRWalk2.0 platform [51], followed by a pathway analysis of the predicted miR-135b target genes (Table S7), was conducted. Relevant molecular pathways for the bone metastasis phenotype are summarized in Figure 5A; they are represented by the number of genes in each set with a *p*-value ≤ 0.01. Among them, functions related to cancer, and especially to disseminative and invasive processes such as cell–cell or cell–matrix adhesion, cell motility, and cytokine-mediated signaling pathways, were enriched. In accordance with our model, genes related directly to the bone, such as osteoclast differentiation, calcium signaling pathway and mineral absorption, were overrepresented some of them obtained by both sources, i.e., KEGG and GO term (Biological Function) (Figure 5A).

To further investigate molecular mechanisms under miR-135b regulation, we screened the overlap between the putative miR-135b target genes, obtained from four different algorithms (TargetScan, miRWalk, RNAhybrid, and miRanda) (Table S8), and our transcriptomic array data (Table S5). Interestingly, miR-135b target genes *ANGPT2*, *JAKMIP2*, *PLAG1*, *GRID2*, *VTI1B*, *PDGFA*, and *CYBRD1* were also found to be significantly upregulated in PC3-BM compared with PC3-P cells (Figure 5B). Consequently, the relative expression levels of these targets were technically validated by RT-qPCR, confirming that all of them presented significantly higher levels in the bone metastatic clone (Figure 5C). However, *GRID2* and *CYBRD1* were not considered for later studies due to their low expression levels.

### 3.6. miR-135b Regulates JAKMIP2, PLAG1, PDGFA, and VTI1 Levels

To further confirm the direct relationship between miR-135b and its putative differentially expressed target genes, the levels of miR-135b were modulated by transient transfection of miRIDIAN Mimics. Upon miR-135b overexpression *PLAG1*, *JAKMIP2*, *PDGFA*, and *VTI1b* levels were significantly decreased in PC3-BM cells compared with control transfected cells (Figure 5D). Furthermore, luciferase-reporter assays carried out after miR-135b overexpression showed a significant reduction in luciferase activity for all 3′UTR-engineered regions, indicating a direct modulation of these genes by miR-135b (Figure 5E). Together, these results suggest that the altered expression of *PLAG1*, *JAKMIP2*, *PDGFA*, and *VTI1b* is due, at least in part, to the reduction of miR-135b expression levels in bone metastasis.

### 3.7. miR-135b and Its Targets, JAKMIP2, PLAG1, and PDGFA, Correlate with Poor Prognosis of PCa Patients

As miR-135b expression levels were significantly lower in FFPE samples from patients with biochemical recurrence (Figure 3D), we wanted to further evaluate the miR-135b levels as a potential predictor of aggressiveness in PCa human samples. To test this, 40 plasma samples from PCa patients, including localized (*n* = 11), locally advanced (*n* = 9), and metastatic disease (*n* = 20) and 9 healthy controls, were selected to analyze circulating levels of miR-135b. As shown in Figure 6A, circulating levels of miR-135b were significantly lower in blood samples from patients with locally advanced and metastatic disease compared with samples from patients with localized disease. In particular, miR-135b circulating levels were lower in T3-4N0M0 and T1-4N0-1M1(Figure 6A). Furthermore, when miR-135b levels were studied based on their Gleason scores, their correlation with advanced PCa was once again observed: miR-135b expression levels were significantly lower in patients with higher Gleason scores (Figure 6B).

Finally, data mining of publicly available PCa-gene-expression datasets (i.e., TCGA repository) was conducted to find out whether the identified miR-135b target genes correlated with clinical variables in PCa. The combined expression of the four candidate genes (*PLAG1*, *JAKMIP2*, *PDGFA*, and *VTI1b*) correlated with disease-free time (*p*-value = 0.00002, 95% CI) (Figure 6C). Patients with abnormal levels of those four genes (*n* = 64) showed a significant decrease in disease-free time when compared with patients with unaltered levels (*n* = 1267). Individual analyses of the Kaplan–Meier curves for each gene (Figure S1) revealed that this prognostic value was mainly associated with high levels of *PLAG1*, *JAKMIP2*, and *PDGFA*. Similar results were obtained when overall survival was evaluated, with a significant shortening (20%) of the 10-year survival rate in the group of patients with altered levels of the four studied genes (*n* = 110) compared with the unaltered group (*n* = 1366) (*p*-value = 0.003, 95% CI) (Figure 6D). In this case, the effect seemed to be related to high levels of *PLAG1* and *PDGFA* (Figure S1). Our results support the clinical relevance of the identified miR-135b and their target genes in bone metastasis patients of PCa.

## 4. Discussion

Although the survival of PCa patients has improved over the last two decades, once the disease disseminates to distant organs such as bone, the prognosis drastically worsens, with only 30% of patients surviving more than 5 years [2]. Bone metastasis represents a scenario that is difficult to treat due to pain, fracture risk, and decreased quality of life. It is increasingly appreciated that the microenvironment is crucial in supporting metastases formation; disseminated tumoral cells must acquire the capability to reprogram in their new microenvironment to support their growth and enhance the formation of clinically relevant metastases [55]. Thus, bone-specific metastasis likely results from both tumor-cell-intrinsic mechanisms and the microenvironment provided by the bone. Having in mind the “seed and soil” hypothesis described by Paget, which explained why certain cancers favored developing metastasis in specific organs [56,57], understanding the distinct organ-specific mechanisms that enable metastatic growth is of crucial importance. Our study reveals novel molecules involved in osteotropism and/or in creating a permissive pre-metastatic niche for PCa cells. A better understanding of these mechanisms would lead to the development of more specific therapeutic strategies to hinder or prevent the establishment of bone metastatic lesions and consequently improve clinical outcomes for patients with PCa.

Animal models of skeletal metastasis are essential to study the molecular pathways of cancer spread. In this study, we used a preclinical model based on intracardiac injection of PCa cells into nude mice to faithfully reproduce the dissemination steps of bone metastasis [58]. Cancer cells established in the bone niche showed an increased incidence of bone lesions (up to 100%) after three rounds of in vivo selection, compared to a 20% incidence of cells prior to in vivo passaging. Interestingly, the PC3-BM cells metastasize with high penetrance to long bones, spine, and ribs, as has been described in metastatic PCa patients [5].

In vivo results suggest that the parental PC3 cells were reprogrammed as a consequence of the interaction with the bone microenvironment, which underpins the ability of PC3-BM to disrupt bone homeostasis, instigate bone degradation, and form a more hospitable metastatic niche. We therefore took advantage of both cell populations to elucidate the mechanisms enabling the capacity to metastasize to the bone. By carrying out a comparative whole-genome gene expression analysis, we revealed an upregulation of a set of genes related to cancer metastasis, angiogenesis, the extracellular matrix, and bone-related processes. Looking into detail in each of these categories, genes previously related to bone tropism were found to be overexpressed in PC3-BM cells, such as *CXCR4* and its ligand *CSF1*, as well as *CCL2*, all of them directly involved in signaling pathways regulating circulating tumor cells (CTCs) homing to bone [59,60]. Moreover, *ANGPT2* and *PDGF* are also relevant molecules for cancer-cell-survival in the bone marrow niche for ER+ breast and PCa cells, respectively [61,62]. The acquired gene expression profile of PC3-BM cells notarized the reliability of our preclinical model and could explain, at least in part, the distinct efficacy of current treatments on disease progression due to the intratumor heterogeneity.

Giving the relevance of miRNAs as key post-transcriptional gene repressors in multiple steps of cancer progression, including those osteotropic cancers [38], we further extended the study to evaluate changes to these molecules. As these small non-coding RNAs are able to regulate several targets simultaneously, we consider them to be promising future therapeutic candidates to target advanced PCa disease. 

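Ranked by their p-value from limma among the 419 assays tested on the miRNA cards, the 16 miRNAs of Fig. 3B held ranks from 13, for miR-135b, to 244, for miR-296, with a median rank of 61. The assays lower in PC3-BM with the smallest p-values were miR-200a#, miR-200b#, miR-485-3p, miR-548d-5p and miR-1226#, and those higher in PC3-BM were miR-616, miR-582-3p, miR-622, miR-887 and miR-214. All but miR-582-3p of these 10 assays had at least 1 undetermined well. With undetermined wells and Ct above 35 set to 35 cycles, the log2 fold changes of miR-616 and miR-548d-5p shrank to 0.27 and -0.21. Those of miR-200a# (-4.31), miR-200b# (-2.06) and miR-582-3p (1.91) stayed larger. With undetermined wells at 40 cycles, miR-200b# was at least 133-fold lower in PC3-BM and miR-214 at least 68.8-fold higher, both as lower bounds. The plant negative control of the cards had a mean Ct of 32.6 in PC3-P and of 40 in PC3-BM. Nonspecific amplification is thus not excluded for these assays, and it would void such bounds. miR-582-3p, from the same hairpin as miR-582-5p, had a Ct of 37.7 ± 0.555 (SD, n = 2) in PC3-P and 33.1 ± 0.0259 (SD, n = 2) in PC3-BM, a log2 fold change of 4.57 (standard error 0.49, adjusted p = 0.069 from limma). MIR582 is on chromosome 5, within the protein-coding gene PDE4D, in the GRCh38.p14 assembly.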

Using high-throughput analysis, we obtained a set of top differentially expressed miRNAs when the PC3-BM profile was compared with the parental cell line. To validate our findings, we performed a bibliographic review to study our dataset of miRNA candidates (*p*-value ≤ 0.05) (Table S9). All miRNAs had previously been related to cancer and metastasis; 50% of them were described in PCa metastasis and specifically miR-200b, miR-34a, miR-194, or miR-210, among others, had been previously related to the bone metastasis process, thus indicating that our model was representative of the disease [25,37,63,64,65,66,67,68,69,70,71,72,73,74,75,76,77,78,79,80,81,82,83].

Furthermore, we explored the association between those miRNAs significantly downregulated in the PC3-BM subclone (miR-135b, miR-422a, miR-200b, miR-18a, miR-425, miR-194, and miR-19a) and the prognosis of PCa in a cohort of primary tumors. Interestingly, those patients that had developed BCR (worse prognosis) also presented significant less expression of miR-135b, miR-194, and miR-19a compared with patients without BCR. This indicates that these miRNAs could bear a potential prognostic value. In particular, miR-135b had previously been associated with both an oncogenic and a tumor-suppressor role in a context-dependent manner [84,85]. Wang et al. [37] analyzed the expression of miR-135b in primary PCa samples and nonmalignant samples using RT-qPCR; their findings revealed that miR-135b was significantly down-regulated in PCa tissues compared with noncancerous tissues. Their results also indicated that the expression levels of miR-135b correlated with the pathological T stages of PCa and demonstrated significant inverse correlations between the expression of miR-135b and the levels of total and free PSA. In our work, the circulating levels of miR-135b have been determined for the first time, and the results indicate, once again, that this miRNA has potential as a biomarker and, after appropriate validation in a larger cohort of patients, it could potentially be used in clinical practice as a tool to assess patients’ prognoses.

On the other hand, miR-135b has been identified as a direct regulator of androgen receptor (AR)-protein-levels in PCa [34,35,36]. Although, in our model based on PC3, the cell line that presents undetectable levels of AR, the effect of miR-135b on the selection of bone as a metastatic niche would most likely not be mediated by AR. It is important to mention that further studies should be conducted to elucidate the potential role of miR-135b in the acquisition of PCa which is resistant to androgen deprivation therapy.

Previous studies have reported that miR-135b may contribute to cell migration and invasion in PCa cells; however, its role in the development of bone metastasis has not been documented thus far. To this end, in vitro functional assays analyzing miR-135b’s role in migration using an osteoblast cell line were carried out. It is known that prostate tumor cells enter in touch with bone lining cells when located in the bone marrow. Bone lining cells are quiescent or premature osteoblasts; and therefore, the immature human hFOB cell line is a particularly good model for co-culture studies using PCa cells [86].

Our results demonstrate that PC3-BM cancer cells had a significantly increased migration capacity when they were co-cultured with the osteoblast cell line compared with the parental cells. This phenotype reinforces our in vivo model of bone homing and the colonization potential of PC3-BM cells. Interestingly, this effect was reversed when miR-135b was overexpressed, which suggests that this miRNA could be involved, at least in part, in the bone-homing process. This result evokes, for the first time, the possible implication of miR-135b in the bone metastasis process of PCa.

Furthermore, the released factors that mediate the crosstalk between the primary tumor cells and those from metastatic niche are crucial [87], providing the exosomes with a relevant role in this intercellular communication [88]. Recently, the signature of aberrantly expressed miRNAs has been identified in PCa- tumor-derived exosomes. Among them, miR-135b was found infra-expressed in hypoxia-related biomarkers in PCa [63]. Since it has been shown how exosomes are directed to the specific metastatic organs enabling organotropic metastatic growth [88,89], the deregulated expression of miR-135b in this intercellular communication system could partly explain its role in bone tropism.

To unveil the landscape of molecular pathways in which miR-135b target genes are involved we extended our study to analyze the differentially expressed genes in the more metastatic cell line. miR-135b-predicted targets were enriched in oncogenic signaling pathways, metastasis, and bone remodeling-related genes in PC3-BM cells. After the overlapping of miR-135b-predicted targets with our transcriptomic data, *VIT1b*, *JAKMIP2*, *PLAG1*, and *PDGFA* were validated as direct targets of miR-135b. Additionally, data mining of PCa gene expression analysis showed that patients who presented higher levels of the four candidate genes (*PLAG1*, *JAKMIP2*, *PDGFA*, and *VTI1b*) had worse overall survival compared with those patients with unaltered levels. In concordance with that, high levels of *PDGFA* have previously been related to tumorigenesis, progression of PCa, and the biology of bone tissue. Moreover, *PDGFA* has long been associated with poor prognosis and metastasis [90], cell proliferation, and migration [91], and it has also been described as an osteogenesis-associated gene in PCa progression [92,93]. Otherwise, to date, it has not been reported the involvement of *PLAG1*, *JAKMIP2*, and *VTI1b* in PCa disease. However, *PLAG1* is a zinc-finger transcription factor that has been described as an oncogene in other type of tumors. Previous studies demonstrated that it could promote anoikis resistance and tumor metastasis in lung cancer [94], and its silencing also promoted cell-chemosensitivity in ovarian cancer [95]. The oncogenic capability of *PLAG1* seemed to be mediated, at least partly, by the IGF-II-mitogenic signaling pathway [95,96]. Interestingly, *JAKMIP2* (Janus Kinase and Microtubule Interacting Protein 2) and *VTI1b* (Vesicle Transport Through Interaction With T-SNAREs 1B) have been linked to vesicle transport. *JAKMIP2* was reported to be a component of Golgi matrix and acting as a Golgi protein by negatively regulating transit of secretory cargo [97]. On the other hand, *VTI1b* mediates vesicle transport pathways and vesicle trafficking. For instance, it has been shown that the levels of *VTI1b* accommodate the volume and timing of post-Golgi cytokine trafficking in macrophages [98,99]. Since it has been well established that circulating tumor cells are selectively and actively modified by the primary tumor before metastatic spread has even occurred [100], the vesicle-related function of both *JAKMIP2* and *VTI1b* could be relevant for the tumor cells localized at the primary site, which need to prepare the future-tissue colonization through the establishment of the pre-metastatic niche.

In summary, our results show that PCa cells that metastasize to bone possess features that enable them to efficiently utilize the bone microenvironment, creating a permissive pre-metastatic niche for PCa cells. Therapeutic strategies based on miRNA modulation are shown to be promising approaches for treatment of heterogeneous disease such as cancer [40]. In this sense, a comprehensive group of miRNAs associated with bone homing and tumor aggressiveness were recovered in the osteotropic tumor subclone supporting the robustness of our metastatic in vivo model of PCa. Specifically, our results suggest that the deregulation of miR-135b could be essential for bone selection as a metastatic niche for PCa, and its targets *PLAG1*, *JAKMIP2*, *PDGFA*, and *VTI1b* could also be mediating the establishment of bone metastasis. miR-135b and its target genes could potentially be considered as predictive biomarkers of bone dissemination, having a determining impact on clinical decisions and therefore improving PCa patients’ outcomes.

## 5. Conclusions

The clinical management of PCa patients with bone metastases remains a challenge due to the inability to obtain long-term benefits post treatment and the development of resistance to current standard therapies. The process of metastasis requires multiple steps which include local tumor invasion, intravasation, survival in the bloodstream, extravasation, and the colonization of the distal sites, which leads us to think that, to deal with this phenomenon, it would be convenient to design a therapeutic strategy that encompasses the different factors involved. We suggest that the modulation of miRNAs achieved at the primary tumor may be a promising approach to prevent skeletal metastasis. Specifically, our findings reveal that miR-135b could play an important role in the selection of bone as a metastatic niche, and this effect could be mediated by its target genes, *PLAG1*, *JAKMIP2*, *PDGFA*, and *VTI1b*. Furthermore, miR-135b showed potential as a poor prognostic biomarker.

## Figures and Tables

**Figure 1:**
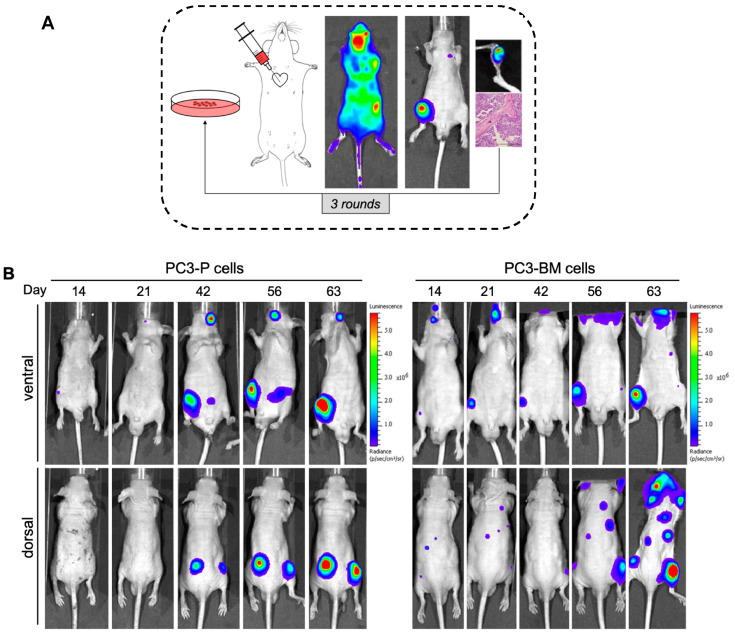

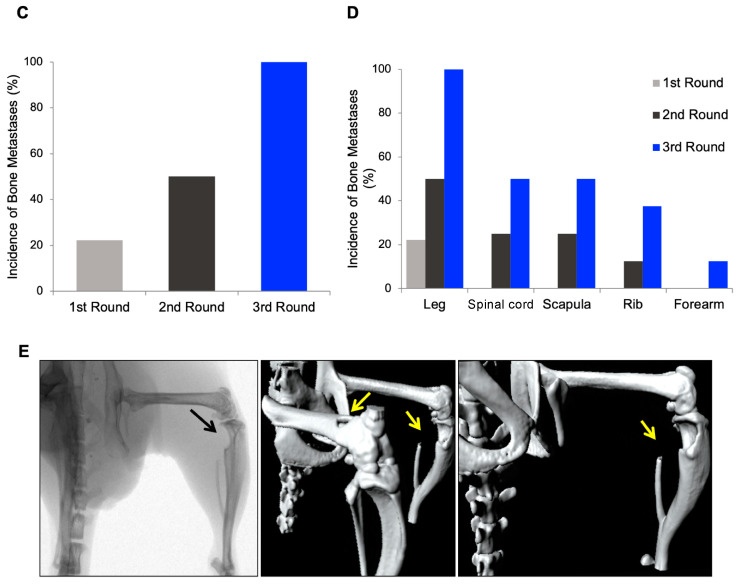
Selection of human PC3 prostate tumor cells with increased bone metastatic phenotype. (**A**) View of the sequential method for the in vivo selection of PCa cells with bone tropism. (**B**) Representative bioluminescence imaging (BLI) of the metastatic distribution pattern of parental and PC3-BM cells over time. (**C**) Incidence of bone metastases for PC3 cells in long bones after the indicated rounds of in vivo selection. Results are expressed as the percentages of metastases in long bones per total number of long bones in analyzed mice. (**D**) Distribution and incidence of metastases in the different isolated bones. Results are expressed as the percentages of metastases detected by BLI imaging per total number of animals injected in each round. (**E**) Representative micro-CT images and 3D modelling showing osteolytic lesions caused by PCa cells. Black and yellow arrows show the metastatic lesions.

**Figure 2:**
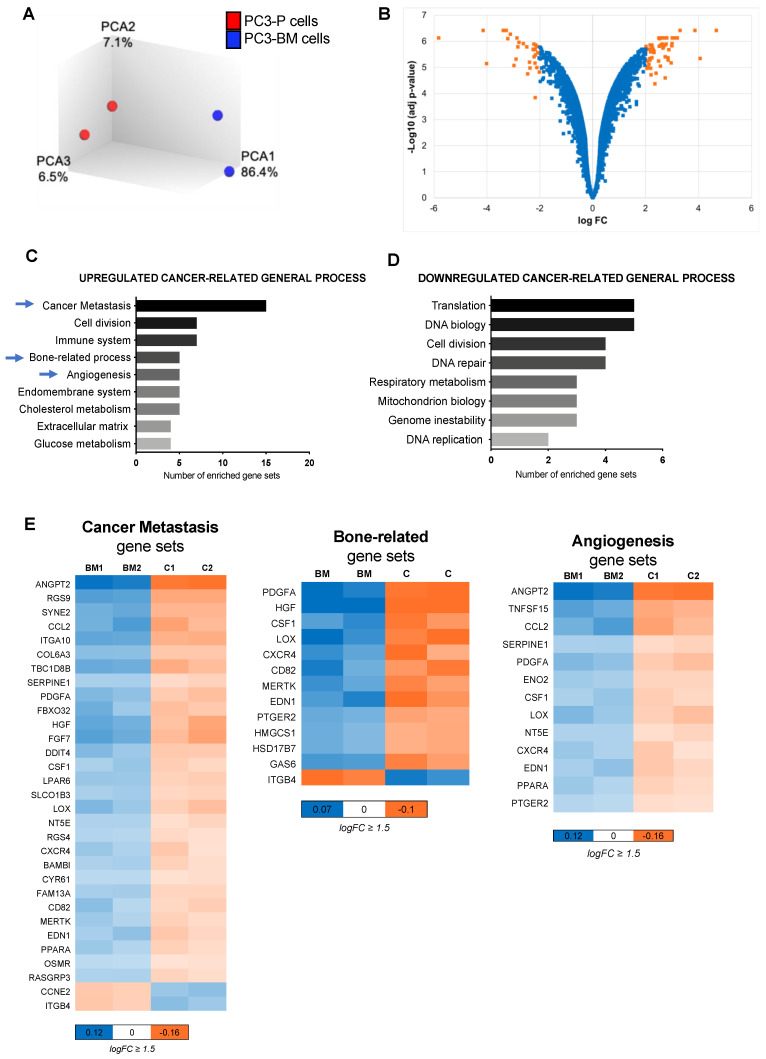
Gene expression analysis of the bone metastatic subclone. (**A**) Principal component analysis illustrates segregation of distinct expression profiles of bone metastatic subclone PC3-BM and PC3-P cell lines. (**B**) Volcano plot of differential expression analysis of PC3-BM compared with PC3-P cell line. (**C**,**D**) Analysis of cancer-related gene sets using the transcriptome data. Graphs represent the total number of statistically significant up-and down-regulated enriched gene sets after multi-testing Benjamini–Hochberg correction, with FDR < 0.05, assigned to different cancer-related general process. (**E**) Heat maps indicating the genes included in the most relevant enriched gene sets for bone metastasis development. The color key shows relative expression levels of the differentially expressed genes, BM: PC3-BM and C: PC3-P cells.

**Figure 3:**
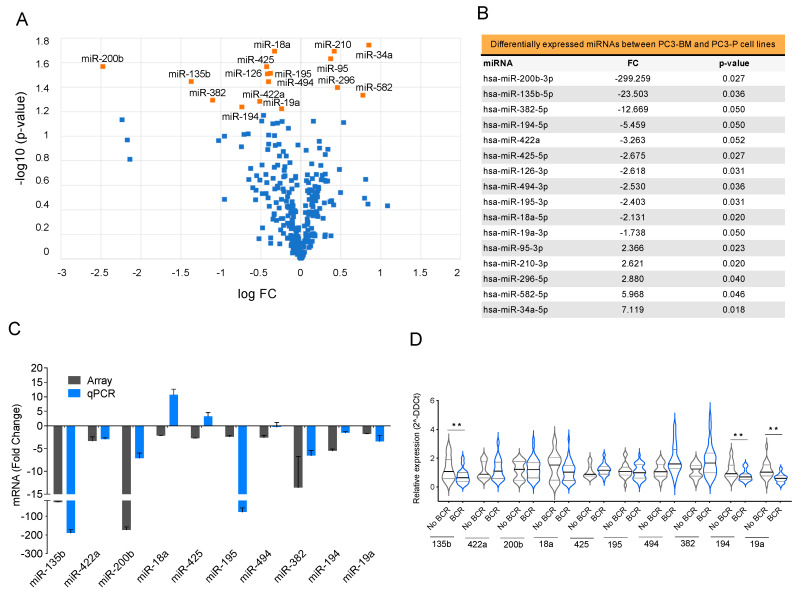
Selection of miRNAs with potential roles in bone metastasis (**A**) Volcano plot of miRNA profiling analysis of PC3-BM compared with PC3-P cell line. (**B**) Differentially expressed miRNAs between PC3-BM and PC3-P cell line. The table represents the statistically significant deregulated microRNAs by t-Student analysis with *p*-value ≤ 0.05 and FC > 1.5. (**C**) RT-qPCR analysis validation of the microarray results. (**D**) Relative miRNA expression levels in primary tumors from PCa patients with and without biochemical recurrence (BCR) after radical prostatectomy. RNU48 was used as an endogenous control for all miRNA expression analyses. Values that are significantly different by *t*-test analysis are indicated by ** < 0.01.

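The Ct values of the 16 miRNAs of Fig. 3B were determined in all 4 samples. For 15 of them both samples of PC3-P lay on the same side of both samples of PC3-BM, the exception being miR-296, whose Ct was 32.8 and 34.9 in the PC3-P replicates and 32.8 and 33.0 in the PC3-BM replicates. The largest change was that of miR-200b, with a Ct of 23.5 ± 1.57 (SD, n = 2) in PC3-P and 30.0 ± 0.987 (SD, n = 2) in PC3-BM, a log2 fold change of -6.50 (standard error 1.08, adjusted p = 0.126 from limma). For miR-194 the log2 fold change was -4.10 (standard error 1.26), and PC3-P replicate 2, with a Ct of 25.4, was apart from PC3-P replicate 3, with a Ct of 28.5. Without PC3-P replicate 2 it was -2.55. The PC3-P replicates were also far apart for miR-382, at a Ct of 26.3 and 30.4, and so were the PC3-BM replicates, at 33.5 and 30.6. Its log2 fold change of -3.71 had a standard error of 1.96 and became -1.64 without PC3-P replicate 2. The falls of miR-195 (-1.49), miR-425 (-1.45), miR-422a (-1.37), miR-126 (-1.25) and miR-494 (-1.24) on the log2 scale were smaller. The smallest falls were those of miR-18a, with a log2 fold change of -0.97 (standard error 0.44), and miR-19a, with a log2 fold change of -0.77 (standard error 0.47). Among the miRNAs that rose, the log2 fold change was 2.47 for miR-34a (standard error 0.44), 2.32 for miR-582-5p (standard error 0.50), 1.30 for miR-210, 0.93 for miR-296 and 0.89 for miR-95. The change of miR-296 was within the spread of the PC3-P replicates and turned to -0.13 without PC3-P replicate 3.

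Benjamini-Hochberg adjusted p-values over all assays tested ranged from 0.084 to 0.638 for these 16 miRNAs. Adjusted over the 16 alone, 3 had a value up to 0.05 (miR-135b, miR-200b and miR-34a). The paper selected the 16 in a comparison of the same lines that may rest on these same samples. This second count therefore shows no stability. The median over all assays tested moved from -0.08 to 0.14 when each sample was centred on its median Ct, and to 0.22 with quantile normalization, and all 16 miRNAs kept their direction under both.

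**Figure D1:**
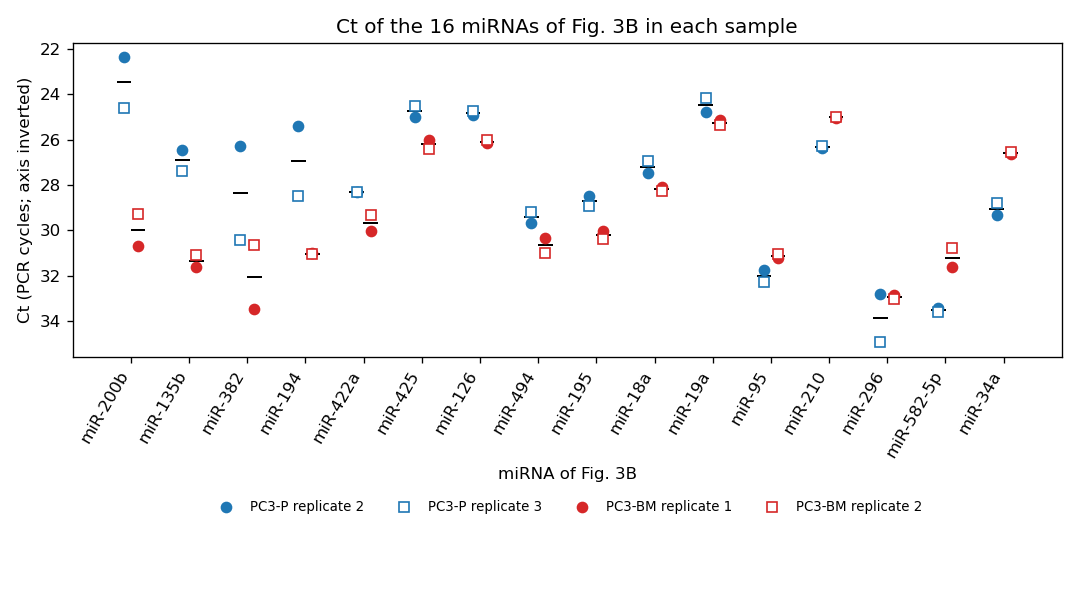
Ct of each of the 16 miRNAs of Fig. 3B (horizontal axis) in each sample, in PCR cycles on an inverted vertical axis so that higher expression is up. Blue symbols are the PC3-P replicates and red symbols the PC3-BM replicates, black bars are the means of the 2 samples of a line, and the lines are separate for 15 miRNAs and overlap for miR-296.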

**Figure 4:**
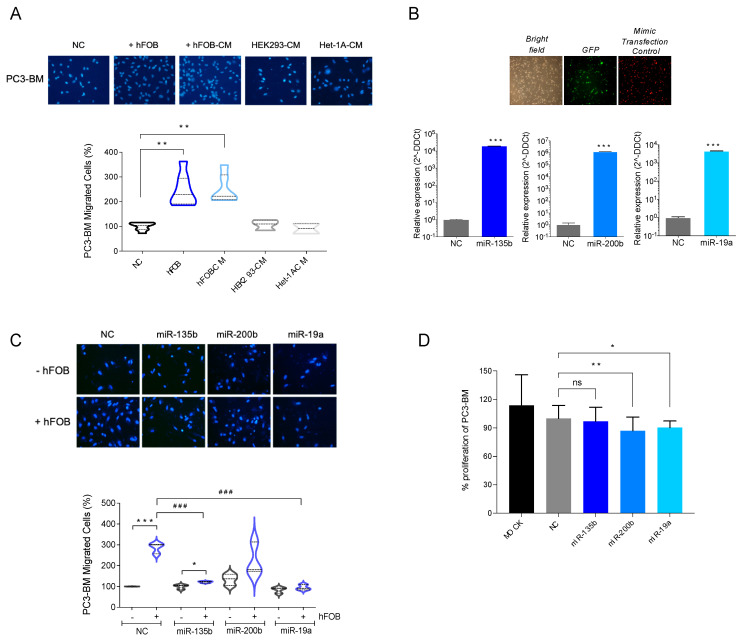
Functional study of selected miRNAs. (**A**) Boyden chamber migration assay. hFOB: human osteoblast cell line. CM: conditioned media. (**B**) Relative miRNA expressions of miR-135b, miR-200b and miR-19a in transfected cells compared to cells transfected with mimic. Confirmed to have minimal sequence identity with miRNAs in human (negative control: NC). Images are representative of PC3-BM cells transduced with the firefly luciferase gene-coding region cloned upstream of the green fluorescent protein (GFP). Red fluorescence was used to monitor miRNA transfection efficiency of Dy547-labelled miRIDIAN microRNA Mimic Transfection Control. (**C**) Boyden chamber migration assays with PC3-MB transfected cells with NC or with miR-135b, miR-200, and miR-19a microRNA mimics and stablishing co-culture system with hFOB. (**D**) Proliferation assay of PC3-BM non-transfected (MOCK) or after NC, miR-135b, miR-200, and miR-19a transfection at 96 h (*n* = 6/condition). All bar graphs and plots represent the mean ± SEM of three independent experiments. Values that are significantly different by *t*-test analysis are indicated by * < 0.05, ** < 0.01, and *** < 0.001 or ^###^ < 0.001, ns: no statistically significant. P: PC3 cells; BM: PC3-BM cells; hFOB: osteoblast cell line; CM: conditioned media.

**Figure 5:**
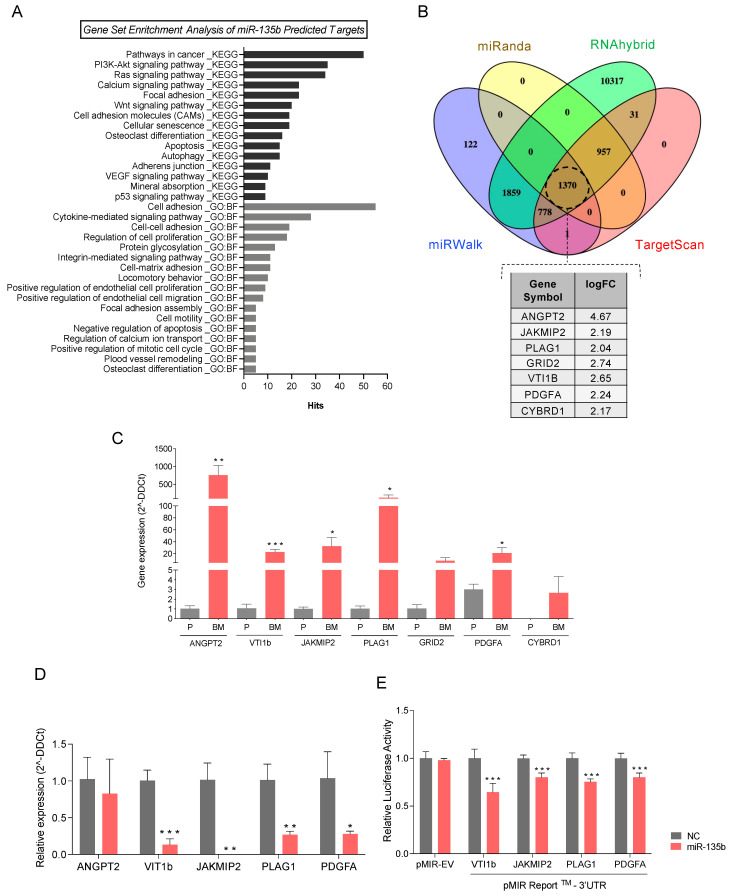
MiRNA-135b target genes involved in bone metastasis. (**A**) Cancer-and metastasis-related enriched gene sets with *p*-value ≤ 0.01 from miRNA-135b predicted-target genes. KEGG pathways and GO term (biological function: BF) gene sets were downloaded from the miRWalk platform and used for the pathways analysis. (**B**) Venn diagram illustrating the overlap among the miR-135b-predicted target genes of four different algorithms (TargetScan, miRanda, miRWalk and RNAhybrid) using miRWalk platform. The table shows those target genes significantly over-expressed in the transcriptomic data of PC3-BM compared with PC3-P found in common with the predicted target gene set. (**C**) RT-qPCR analyses of genes that are predicted targets of miR-135b in PC3-BM compared with PC3-P. (**D**) Relative mRNA expression levels of the indicated putative miR-135b target genes at 48h post-transfection with miR-135b mimic and miR-Control (NC) in PC3-B©ells. (**E**) Luciferase assay performed in phoenix cells co-transfected with the indicated 3′UTR luciferase-reporter vectors and miR-135b mimic or miR-Control (NC). Graph represents luciferase activity normalized to the renilla internal control (*n* = 5). All bar graphs represent the mean ± SEM. Values that are significantly different by *t*-test analysis from NC group are indicated by * < 0.05, ** < 0.01, and *** < 0.001.

**Figure 6:**
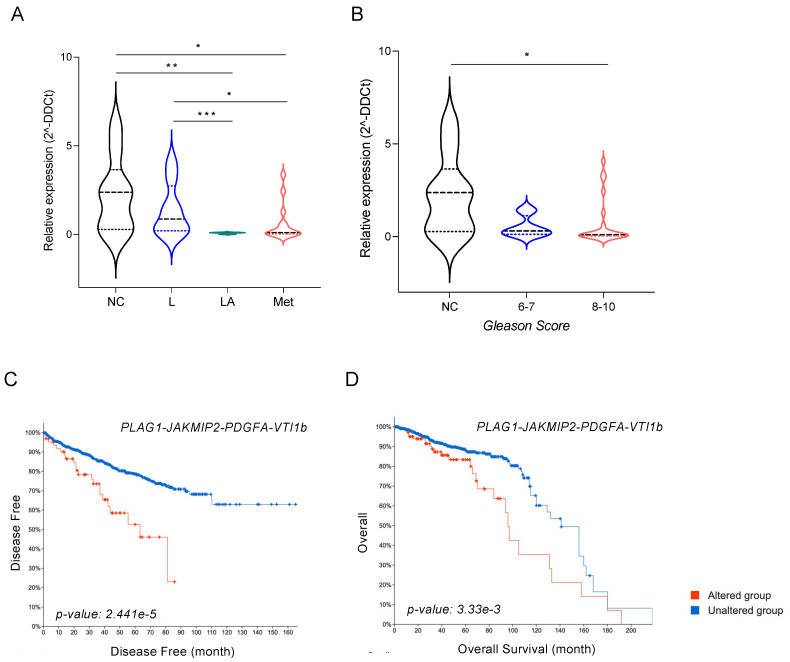
miR-135b and its targets *JAKMIP2*, *PLAG1*, and *PDGFA* as prognostic biomarkers. (**A**) Relative expression levels of miR-135b in plasma from healthy controls (NC) and patients with localized PCa (L; T1-2N0M0), locally advanced PCa (LA; T3-4N0M0), and metastatic PCa (M; T1-4N0-1M1). (**B**) Relative expression levels of miR-135b in plasma from healthy controls (NC) and patients with different Gleason scores. (**C**) Correlation between disease-free time (in months) and (**D**) overall survival with the expression levels of miR-135b-validated targets. Patients’ data were retrieved from different PCa studies and TCGA Repository using the cBioportal Visualization platform. Values that are significantly different by Mann–Whitney U test analysis are indicated by * < 0.05, ** < 0.01, and *** < 0.001.

## Data Availability

MiRNA and transcriptomic data have been deposited in the Gene Expression Omnibus database (Accession number GSE86917).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13246202/s1, Figure S1: Correlation between diseases-free time (in months) and overall survival, with the expression levels of miR-135b-validated targets; Table S1: Clinico-pathological data of the cohort of PCa patients included in the study of miRNA expression levels in FFPE samples from radical prostatectomies; Table S2: Clinico-pathological data of the cohort of PCa patients included in the study of miRNA expression levels in plasma samples; Table S3: miRNA probes for miRNA-expression analysis detected by RT-qPCR; Table S4: Sequences of primers for genes detected by RT-qPCR; Table S5: Differentially expressed genes (adj *p*-value < 0.001 and logFC > 2) between PC3-BM and PC3-P; Table S6: Gene set analyses with all differentially expressed genes of transcriptomic array data; Table S7: Pathway analysis of miR-135b-predicted target genes; Table S8: Predicted target genes of miR-135b by four different algorithms using the miRWalk platform; and Table S9: Bibliographic review of differentially expressed miRNAs identified in the miRNA array.

# Supplementary material for: Loss of microRNA-135b Enhances Bone Metastasis in Prostate Cancer and Predicts Aggressiveness in Human Prostate Samples
**Source:** Cancers (Basel). 2021 Dec 9;13(24):6202. doi: 10.3390/cancers13246202
**Supplement:** Supplementary file 1

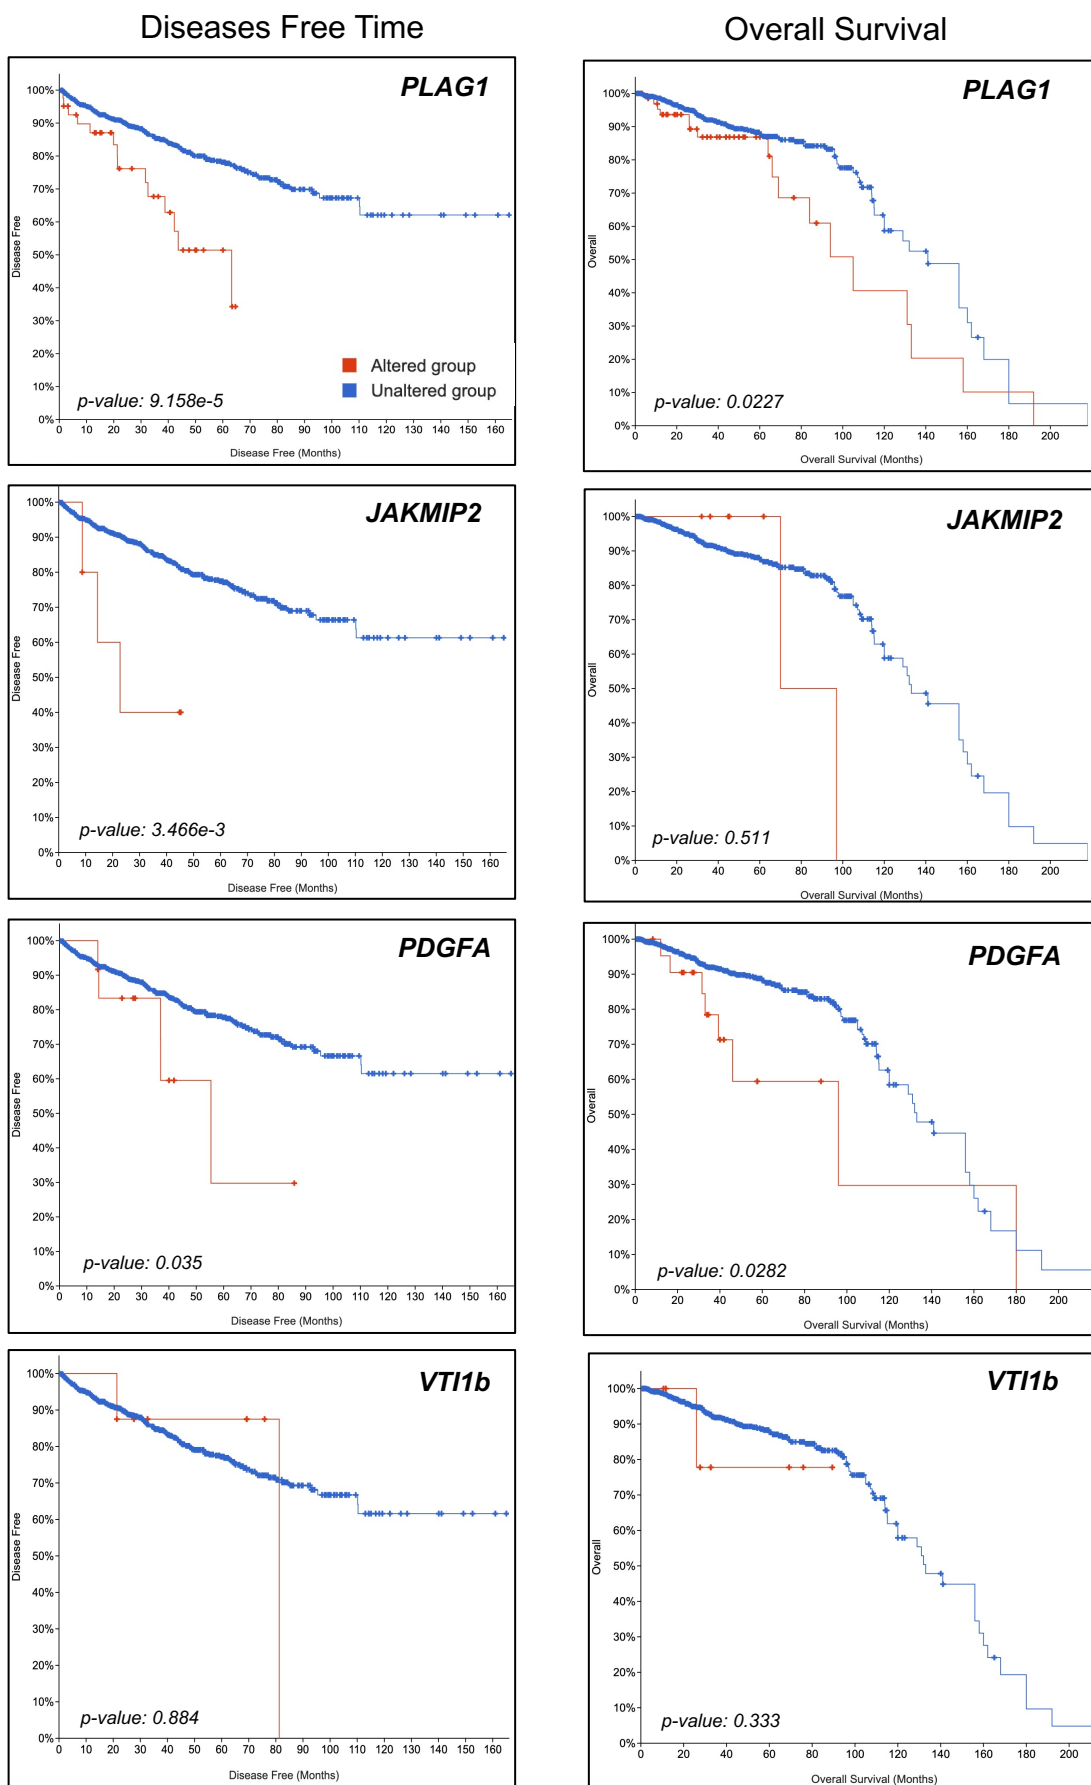

**Figure S1.** Correlation between diseases free time (in months) and overall survival with the expression levels of miR-135b validated targets. Patients' data were retrieved from different prostate cancer studies and TCGA Repository using the cBioportal Visualization platform.

How the deposited data were processed for this re-analysis (not part of the article)

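The data are TaqMan miRNA cards of 2 samples of PC3-P cells, the parental line, and 2 samples of PC3-BM cells, the bone metastatic line. Samples were assigned to lines and replicate numbers from their labels and the paper. The authors extracted total RNA, reverse transcribed it and ran the cards for 40 cycles; the software and the fluorescence threshold that gave each Ct are not named in the paper's text. The authors deposited a table with 1 Ct per assay and sample for 754 assays, without normalization, and a second table with the mean ΔCt of each line. That table also holds the deposited ΔΔCt, a difference in cycles and therefore a log2 fold change with inverted sign, and the deposited ratio, the fold change of PC3-BM over PC3-P computed by the authors as 2^-ΔΔCt.

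The comparison was designed with RNU48 subtracted per sample, as the paper's methods describe. This could not be done as designed, since the Ct of RNU48 in each sample was not analysed here, and the authors' deposited ΔCt values subtract 1 reference Ct of 19.9 cycles from both lines. A constant cancels in the difference between the lines, so unnormalized Ct values gave the main log2 fold changes. A difference in the amount of RNA between samples therefore shifts all assays of a sample together. Median centring and quantile normalization were run as alternatives for that reason.

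Undetermined wells were set to 40 cycles. An assay was tested when both samples of at least 1 line had a Ct below 40, which kept 419 of the 573 assays detected in any sample. limma 3.58.1 in R 4.3.3 fitted a linear model to the negative Ct of each assay and moderated the variances with eBayes, without trend. Assays past the paper's thresholds have an unadjusted two-sided p-value up to 0.05 and a fold change over 1.5, and Benjamini-Hochberg adjustment was over the 419 assays. The prior of the moderation had 1.40 degrees of freedom, against 2 residual degrees of freedom per assay, so the moderation is weak. Where both samples of a line were undetermined, the fold is a lower bound and the line shows no spread, which can make the p-value of that assay too small.

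The procedure was tested on 50 simulated sets of 419 assays with 100 changed by 4 cycles. On average, 83.3% of the changed and 5.08% of the unchanged assays passed the unadjusted thresholds. The adjusted threshold was passed by 61.4 assays on average, of which 2.96 were unchanged. The noise was normal and independent between assays, with variances drawn from the fitted prior, and no well was undetermined. The simulation thus tests the fit only under its own assumptions. It does not cover undetermined wells, which 22 of the 66 assays past the thresholds had, or changes smaller than 4 cycles.

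The miRNAs named in the text follow a rule set before the data were examined: the 16 miRNAs of Fig. 3B, other miRNAs named in the paper, members of the same clusters and partner strands, the controls, and the 5 assays with the smallest p-value in each direction. The alternatives were also set before the data were examined, apart from 1 named as added. They changed the normalization, the handling of undetermined wells, the detection filter, the variance model, the scale of the test and the fold threshold, and left out each sample in turn. Chromosomes, host genes and neighbouring miRNA genes come from the RefSeq gene table of the GRCh38.p14 assembly; the card tables name no genome build, so no coordinates are given. The paper's mRNA arrays, RT-qPCR, tissue, plasma and functional assays were not analysed here.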

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

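All tests in this part were chosen after the results they bear on had been seen.

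The plant negative control of the cards, ath-miR159a, is listed in the authors' deposited table with a ΔΔCt of 7.36 between PC3-BM and PC3-P. Adding back the common reference Ct, this is a mean Ct of 32.6 in PC3-P and of 40 in PC3-BM. A control with no human target is meant to stay undetermined. Late nonspecific amplification could give such a signal, and 44.0% of the assays detected in any sample had an earlier mean Ct in PC3-P than the control. Per-sample values of the control were not analysed here, so it cannot be told whether 1 or both PC3-P samples gave the signal, or whether it extends to other wells. No biological explanation was tested.

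Outside Fig. 3B, 57 assays were past the paper's thresholds. Of these, 32 had a mean Ct in 1 of the lines that was earlier than the 32.6 cycles of the plant control in PC3-P. The others were later in both lines, where late nonspecific amplification cannot be told apart from a true difference. The 32 are not cleared either, since 32.6 is a mean over 2 samples whose single values were not analysed. If 1 of them was undetermined, the other was well below 32.6 cycles. A difference in overall Ct between samples was tested by centring each sample on its median Ct, which left 43 of the 57 past the thresholds, so such a difference does not account for most of them. PC3-P replicate 2 and PC3-BM replicate 2 share a replicate number. Of the 2 splits of the 4 samples into pairs that part these samples, only 1, the real one, gave as many assays (66), and the other gave 19. A count over 2 splits could not have excluded a chance result whatever its outcome. The remaining split, which puts the samples with replicate number 2 together, gave 42 assays. Over the 334 assays with no undetermined well, a set that does not depend on the split, the real split gave 51 assays past the thresholds and the other splits, in the same order, 4 and 11, where the p-value threshold alone lets about 16.7 pass by chance. In the same set, the pairs did not overlap for 53.6% of the assays in the real split and for 18.9% and 27.5% in the others, where chance gives 33.3%. Each assay is parted by exactly 1 of the 3 splits, so these shares are tied. A high share in the real split forces low ones in the others. The samples with replicate number 2 had the fewest undetermined wells, 273 and 306 against 322 and 338. Whether the number stands for a shared run is not stated in the paper's text, and the comparison of the lines takes no account of it. Between the lines, more assays were thus past the thresholds than the p-value threshold alone gives, though assays of a sample are not independent. The lower counts of the other splits are no reference for chance, since a difference between the lines adds to the spread within their pairs. Which of the 57 passed by chance cannot be told. Nonspecific amplification remains open, most plainly for those later than the plant control in both lines.

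miR-200a# was the assay that passed the adjusted threshold, with a log2 fold change of -9.31, and it is not among the miRNAs of Fig. 3B. Both PC3-BM samples were undetermined. With undetermined wells and Ct above 35 set to 35 cycles, its adjusted p from limma was 0.173, and it was between 0.011 and 0.354 over the alternatives in which it was tested. With wells kept at 40 cycles it was also over the threshold with quantile normalization (0.054), with eBayes trend (0.065), without moderation (0.095) and without filter (0.111). A floor at 35 cycles leaves both PC3-BM samples at a single value, as the floor at 40 cycles does, so whether the missing spread lets miR-200a# pass could not be tested, and its adjusted p cannot be told apart from an effect of the undetermined wells. The assay was detected in 2 of 2 PC3-P samples and in none of the PC3-BM samples. The plant control also went from a mean Ct of 32.6 in PC3-P to 40 in PC3-BM, so such a loss can arise without a human target.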

How the results depend on the processing

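miR-135b was lower in PC3-BM under all alternatives that were run, with log2 fold changes from -4.88 to -3.98 across the 4 settings that each left out 1 sample. It was no longer past the unadjusted threshold in the test on 2^-ΔCt values, at -4.47. That test also reduced the downregulated assays from 41 to 18 and the miRNAs of Fig. 3B past the thresholds from 9 to 4. The latter count was 5 with the median Ct as the normalizer and 5 without a detection filter, and from 6 to 11 under the other alternatives. The cause was not tested. The number of assays past the adjusted threshold was 1 and became 3 (miR-200a#, miR-200b# and miR-485-3p) when a Ct below 35 was required in both samples of a line. It was 0 with quantile normalization, with a floor at 35 cycles, without assays with undetermined wells, with a Ct below 35 in all 4 samples, without filter, without moderation, with eBayes trend and on 2^-ΔCt values. At an unadjusted p-value up to 0.05 these alternatives gave from 39 to 74 assays.

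The downregulated and upregulated counts otherwise stayed within 1.5 times those of the main setting, but not with the same assays: 24 of the 66 were shared with the test on 2^-ΔCt values and 55 with the fit without filter. The share of downregulated assays, 62.1%, was 47.0% with quantile normalization (31 lower, 35 higher). Without filter, the assays at 40 in all 4 samples were left out since they have no variance, which left 573. A fit that kept them, added after seeing the data, gave 42 lower and 32 higher, and its adjusted call was miR-648, an assay outside the naming rule and named after its value was seen. A fold threshold of 2 removed no assay.

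Among the other 72 named assays, the fits gave 60 results that were weaker, 29 that were stronger and 8 that reversed, and leaving out samples reversed 21 and moved 13. Reversed log2 fold changes with the median Ct as the normalizer were 0.062 (miR-18a#), 0.18 (miR-656) and 0.067 (miR-636), and with quantile normalization 0.053, 0.66 and 0.012 for the same assays. miR-656 also reversed with a floor at 35 cycles (0.35) and on 2^-ΔCt values (1.60). With each sample left out in turn, 16 assays changed direction, with log2 fold changes from -0.13 to 2.00 for miR-296, from -0.57 to 2.46 for miR-200c, from -0.56 to 1.64 for miR-141, from -0.27 to 1.90 for miR-17#, from -0.91 to 0.53 for miR-18a#, from -0.072 to 0.27 for miR-20a#, from -0.048 to 0.39 for miR-425#, from -2.36 to 0.80 for miR-215, from -5.47 to 0.049 for miR-497, from -6.11 to 1.70 for miR-376a#, from -2.55 to 0.33 for miR-379, from -10.42 to 3.84 for miR-432, from -2.89 to 2.74 for miR-656, from -1.14 to 0.054 for miR-181a, from -1.31 to 0.45 for miR-454 and from -0.58 to 0.20 for miR-636. miR-135b# stayed lower, from -6.70 to -1.69. Centring on the median Ct adds 0.26 to the log2 fold change of miR-18a#, miR-636 and miR-656, whose main values of -0.19, -0.19 and -0.08 are nearer to 0 than that shift, so their reversal under it follows from the centring. The cause of the other reversals was not tested.

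Leaving out a sample leaves 1 sample in a line, so no counts or p-values were computed there. RNU6, RNU44 and their mean with RNU48 as normalizers were not run, since these controls were not analysed here. A common floor after RNU48 normalization was not run either, since 1 reference Ct for both lines cannot move the result. No paired analysis was possible because the lines share only replicate number 2.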

Differences from the paper's values

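The paper states 16 differentially expressed miRNAs, 11 downregulated and 5 upregulated. With the same thresholds, limma gave 66, 41 downregulated and 25 upregulated. The paper used Student's test on values normalized by RNU48, while the Ct values tested here were not normalized. The PC3-P samples carry replicate numbers 2 and 3, and whether the paper used further samples cannot be told. Without moderation of the variances the counts were 58, 32 and 26. None of the alternatives set before the data were examined closed the gap for any of the 3 counts. The test on 2^-ΔCt values came nearest, with 35, 18 and 17. The fit added after seeing the data that kept assays at 40 in all 4 samples gave 74, 42 and 32.

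For miR-200b the signed fold change was -90.8, a fall, against the paper's value of about -300 in Fig. 3B, read by eye. Leaving out PC3-P replicate 3 (-196) or PC3-BM replicate 2 (-147) brought the value within the spread between replicates of the paper's. Leaving out PC3-P replicate 2 (-42.1) or PC3-BM replicate 1 (-56.0) moved it further away. None of the other alternatives set before the data were examined brought it within that spread. For miR-194 the signed fold change was -17.2 against the paper's about -5.5 in Fig. 3B, read by eye. The median Ct as the normalizer (-14.4), quantile normalization (-16.0) and leaving out PC3-P replicate 2 (-5.85) brought it within the spread between replicates of the paper's value, and the others did not. The spread used for miR-194 was the SD pooled over both lines, 1.56 cycles, and that for miR-200b was 1.31 cycles.

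The legend of Fig. 3B gives all 16 of its miRNAs as significant. The p printed there for miR-422a, read by eye, is slightly above the threshold that the legend states. miR-382, miR-19a, miR-95 and miR-296 were past the thresholds under none of the settings run. miR-422a was past them with a floor at 35 cycles, without assays with undetermined wells, with a Ct below 35 in both samples of a line or in all 4 samples, with eBayes trend, on 2^-ΔCt values and with the added fit that kept assays at 40. miR-494 was past them with a Ct below 35 in all 4 samples, and miR-18a with eBayes trend and with the added fit, which was chosen after seeing the data.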

Other observations

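In this part, the test on held-out members of the chromosome 14 cluster was set down before its result was seen. All the other tests were chosen after the results had been seen.

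In the GRCh38.p14 assembly, MIR200B, MIR200A and MIR429 neighbour each other on chromosome 1, within MIR200BHG. All 5 of their assays were lower in PC3-BM, with log2 fold changes from -9.31 to -6.46 (miR-429 -7.15, miR-200a -6.46). A difference in overall Ct between samples would shrink with median centring, after which the smallest fall was -6.20. With each sample left out in turn the smallest fall was -3.46, so 1 deviating sample does not account for it. The smallest fall among the 3 assays with no undetermined well was -6.46, so it does not rest on the wells set to 40 cycles. Assays that read related family members would show a fall for miR-200c and miR-141, from chromosome 12, whose mean log2 fold change was 0.74. Both of these were higher under median centring and quantile normalization too. Both reversed without PC3-BM replicate 2, and miR-200c also reversed without PC3-P replicate 3 (-0.57). Their mean was -0.33 without the former sample and -0.08 without the latter, so its sign rests on each of these samples. A candidate explanation is a shared loss of the chromosome 1 transcript in PC3-BM. This is a hypothesis found and tested on the same 4 samples, and the difference between the clusters was not itself tested.

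Of 33 assays of the miRNA cluster on chromosome 14 that holds miR-382 and miR-494, 22 were tested and all 22 were lower in PC3-BM, with a median log2 fold change of -2.22. With the median Ct as the normalizer or quantile normalization 21 were lower, the exception being miR-656. Of 10000 random lists of the same size matched on mean Ct, 0% had a median as low, though members of a cluster are not independent. The median was -1.63 over the 14 members detected in all 4 samples, and -1.66 without PC3-P replicate 2, when 18 of 22 were lower. Further miRNAs of the cluster that were held out have 19 assays on the cards, of which only 1 passed the detection filter, so the set test could not be made. Their wells were determined for 11 assays in PC3-P replicate 2, 1 in PC3-P replicate 3, 0 in PC3-BM replicate 1 and 8 in PC3-BM replicate 2, so that the samples with replicate number 2 had the most. Of the 33 assays of the main list, 26, 21, 17 and 22 were determined in the same order of samples. The samples with replicate number 2 thus had the most there too. The Ct of the tested assays parted the lines instead. Over the 22 tested members the median Ct was 30.7 and 33.2 in PC3-P replicates 2 and 3 and 34.5 and 34.3 in PC3-BM replicates 1 and 2, and over the 14 detected in all 4 samples it was 30.2 and 32.3 against 33.3 and 33.5. The fall of the cluster may reflect the line, with PC3-P replicate 2 adding to its size, and with 2 samples per line how much comes from each cannot be told apart.

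For miR-382 and miR-194, 1 deviating sample was tested by leaving out PC3-P replicate 2. The log2 fold change of miR-382 went from -3.71 to -1.64 and that of miR-194 from -4.10 to -2.55. Both still fell, and with 1 PC3-P sample left the size of the fall cannot be settled.

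The deposited ΔCt values of both lines share 1 reference Ct for 573 of 573 assays, so the deposited normalization leaves the Ct difference unchanged. A single RNU48 offset between the lines would put the log2 fold changes of Fig. 3B at 1 distance from those given here. The distances instead spanned 3.37 on the log2 scale, from -1.72 to 1.64, with a median of 0.014. Only 2 of the 16 miRNAs, miR-200b and miR-194, differed beyond the spread between replicates and by more than 1.5 times, from values read by eye. An offset alone does not account for the differences of these 2.

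Of other miRNAs named in the paper, miR-9 had a log2 fold change of -2.35 and miR-145 of 4.94. With each sample left out in turn, miR-9 ranged from -2.69 to -2.01 and miR-145 from 1.98 to 7.91. miR-9 was past the unadjusted thresholds in 11 of the 12 settings that tested it, and miR-145 in 1 of 10. Neither passed the adjusted threshold in any setting that was run.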
